A study of Homo sapiens with 6 samples.

How the data were processed

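Total RNA was sequenced from H1 cells, an established human embryonic stem cell line, grown for 4 days on 1 of 2 coatings. The coatings were recombinant laminin-521 alone (LN-521) or laminin-521 mixed with laminin-221 (LN-521+LN-221). Laminins are basement membrane proteins built of an alpha, a beta and a gamma chain. The chains of laminin-521 are encoded by LAMA5, LAMB2 and LAMC1, and those of laminin-221 by LAMA2, LAMB2 and LAMC1. Each coating had 3 wells, sequenced as separate libraries, and the group and replicate number of each library were taken from its label. The deposited sample sheet lists a single sequencing batch for all 6 libraries, so no batch split could be made.

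Per the labels' protocols, libraries were made with a stranded total RNA kit and read in pairs of 150 bp. Neither the labels nor the file headers name the aligner, the counting program, the genome build or the gene annotation, and whether counting used the strand is not stated. The authors deposited a gene table they call raw counts, which holds estimated counts: between 6.08% and 6.67% of its values per library are not whole numbers, so some reads had been divided between genes. The authors also deposited a table of TPM values, which are corrected for transcript length and scaled to the same total in each library. Both tables list 60499 Ensembl gene IDs without names. Symbols came from a table of gene IDs and symbols, which held 93.1% of the IDs and gave a symbol for 68.0%. Gene types, transcript GC content, transcript length and exon overlaps came from GENCODE release 29, which held 93.8% of the IDs. As the build behind the counts is not stated, no coordinates are given.

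Estimated counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr (its default minimum count is 10), libraries were scaled by the trimmed mean of M-values (TMM), and the coatings were compared with edgeR's quasi-likelihood test (version 4.0.16, R 4.3.3, robust fit) on all 6 libraries without a replicate block. P-values were adjusted by the Benjamini-Hochberg method over the 17608 genes tested, with a threshold of 0.05. Adjusted p-values in the text come from this test unless another is named. Fold changes are LN-521+LN-221 relative to LN-521. The standard error (SE) of a log2 fold change is its absolute value divided by the square root of the F statistic. Expression is given as CPM, the rounded counts divided by the TMM-scaled library sizes, as mean ± SD of 3 wells.

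The 6 panels of genes were fixed before the data were examined: pluripotency, mesoderm and cardiac progenitor, endoderm, ectoderm, laminin chains and laminin receptors, with 68 genes in all. All 68 matched a gene ID and 47 passed the filter. Each panel was tested with edgeR's fry, a two-sided rotation test of whether the panel's genes move together, adjusted over the 6 panels. Single panel genes were also adjusted over the 47 panel genes tested. The genes named in the text were chosen by a rule fixed at the same time. It takes the 5 higher and 5 lower genes with the largest log2 fold change among genes with an adjusted p-value under 0.05, non-overlapping CPM between the coatings and a symbol. It adds panel genes with an adjusted p-value under 0.05 over the panel genes, and 14 fixed genes: POU5F1, NANOG, SOX2, TBXT, MESP1, ISL1, LAMA2, LAMA5, LAMB2, LAMC1, ITGA6, ITGA7, ITGB1 and DAG1. Any other gene named was chosen after its values were seen.

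The replicate numbers 1 to 3 recur in both groups in the labels, where they number wells. A fit with the replicate number as a block was therefore run beside the fit without it. The other alternatives fixed in advance were size factors by RLE, library size alone, no filter beyond 1 count, a filter of 1 CPM in 3 libraries, removal of 1558 mitochondrial, ribosomal RNA, 7SK and 7SL genes, DESeq2 (version 1.42.0), limma (version 3.58.1) on log2(TPM + 1) and log2(TPM + 0.1) for genes at 1 TPM or more in 3 libraries, thresholds of 0.01 and 0.1, and leaving out each library in turn. Alternatives added after seeing the data were corrections for GC content and transcript length (a lowess curve per library with a span of 0.3), the same corrections with the block, quantile-normalized TPM, and limma on log2 CPM with and without a mean-variance trend.

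The scripts were tested on simulated data: counts drawn for the real genes from their means, dispersions and library sizes, with 200 genes changed by 1 or 0.5 on the log2 scale. The changed genes were taken from those with a mean over 1 CPM, so recovery at lower expression was not measured. With 17328 genes tested, the main method recovered 93.0% of the larger and 71.0% of the smaller changes, and 7.34% of its 177 calls were false. The fit with the block, applied to these data without any pairing, gave 13.4% false calls among 194. In the same data 3 of 50 unchanged panels of 10 genes had a fry p-value under 0.05, and a panel of 10 changed genes gave 4.9e-05. Each gene was drawn independently. These rates may therefore not hold for genes that vary together, as the genes of a real panel can.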

Results

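To ask how adding laminin-221 to a laminin-521 coating changes gene expression in undifferentiated cells, transcriptomes of H1 human embryonic stem cells were compared after 4 days of culture on LN-521 or on LN-521+LN-221. Each group held 3 wells. Total counts per library were 22669589, 26836686 and 24953668 on LN-521 and 20606450, 22398416 and 24006746 on LN-521+LN-221. Between 27076 and 27938 genes had at least 1 count in a library. RNAs of the 7SL family, part of the signal recognition particle, took 4.53% to 6.13% of the counts and 30.1% to 37.3% of the TPM. The common biological coefficient of variation was 7.03%.

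The replicate wells were first compared with each other. The mean Pearson correlation of log2 CPM, across genes within pairs of libraries, was 0.990 within LN-521, 0.991 within LN-521+LN-221 and 0.988 between the groups. No pair of libraries agreed within sampling noise: the chi-square statistic of their counts per degree of freedom was at least 2.66, and every library was counted as a separate replicate. The first principal component held 28.9% of the variance and separated the coatings. Its scores were -11.8, -18.5 and -22.1 on LN-521 and 17.1, 17.9 and 17.3 on LN-521+LN-221. The second component held 21.7% and set LN-521 replicate 1, at 31.1, apart from replicates 2 and 3 of the same coating, at -16.0 and -8.44.

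**Figure D1:**
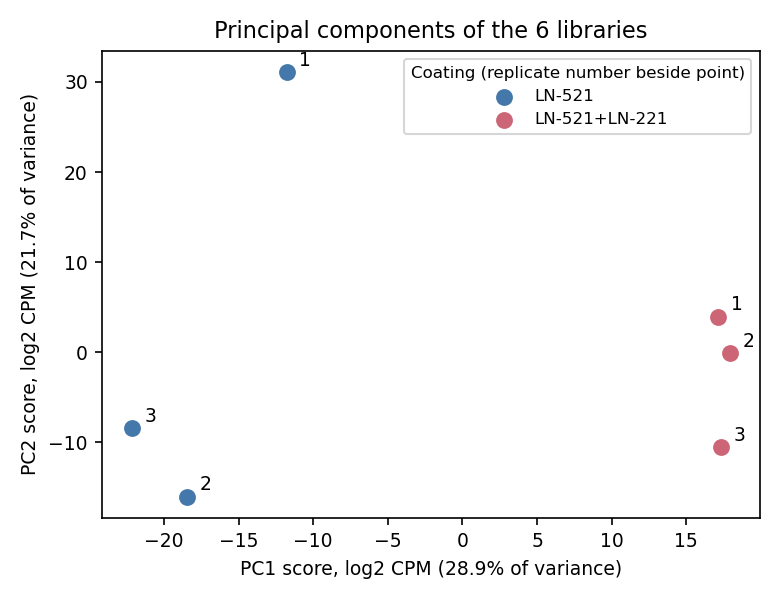
Scores of the 6 libraries on the first (x axis) and second (y axis) principal components of log2 CPM, coloured by coating, with the replicate number beside each point. The LN-521 libraries lie at -22.1 to -11.8 on the first component and the LN-521+LN-221 libraries at 17.1 to 17.9, and LN-521 replicate 1 lies apart on the second component at 31.1.

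Of 17608 genes tested, 446 (2.53%) differed between the coatings at an adjusted p-value under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg). Expression was higher on LN-521+LN-221 for 246 genes and lower for 200. An unadjusted p-value under 0.05 was reached by 2561 genes. The changes were small. The median absolute log2 fold change of the 446 genes was 0.46, and 57 genes changed at least 2-fold, 44 upward and 13 downward. In all 446 genes the CPM of the groups did not overlap. Among all genes tested, 19.9% did not overlap, where chance gives 10% for 3 wells against 3. Of the 441 significant genes with a known type, 408 were protein coding. The alternative with the largest relative change in this count was limma on the authors' TPM values, log2(TPM + 0.1), which changed the unit and the model together. The count was then 16, and 62.5% of these were higher, against 55.2% in the edgeR test. With log2(TPM + 1) it was 33, of which 81.8% were higher.

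With the replicate number as a block, 646 genes passed the threshold, 351 higher and 295 lower, and 71 changed at least 2-fold. These included 442 of the 446 genes found without the block. The numbers did not pair the wells: deviations from the group means correlated at 0.011 between same-numbered wells and at -0.006 between wells with other numbers.

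**Figure D2:**
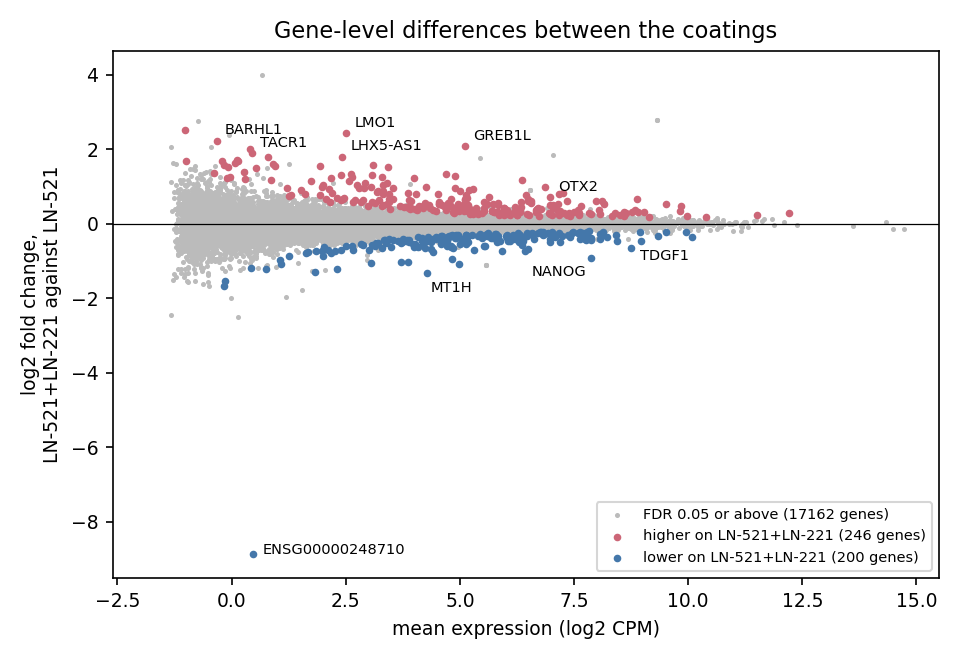
Log2 fold change of LN-521+LN-221 against LN-521 (y axis) by mean expression in log2 CPM (x axis), 1 point per gene tested. Of the coloured genes, with an adjusted p-value under 0.05, 246 were higher and 200 lower. Most changes lie within 1 log2 unit, and the lowest point is ENSG00000248710, listed at 0 in every LN-521+LN-221 library.

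Among genes with a symbol, LMO1 (ENSG00000166407) had the largest increase. Its expression rose from 1.77 ± 0.687 CPM (SD, n = 3) on LN-521 to 9.62 ± 1.71 CPM (SD, n = 3) on LN-521+LN-221, a log2 fold change of 2.43 ± 0.22 (SE; edgeR adjusted p = 1.48e-05). GREB1L (ENSG00000141449) rose from 13.3 ± 3.38 to 56.1 ± 5.76 CPM (SD, n = 3 each), a log2 fold change of 2.08 ± 0.18 (SE; edgeR adjusted p = 9.54e-04). With the replicate block its adjusted p-value was 0.134. BARHL1 (ENSG00000125492) changed by 2.23 ± 0.41 (SE; edgeR adjusted p = 0.00475) at very low expression, with 2 to 10 counts per library on LN-521 and 25 to 29 on LN-521+LN-221. TACR1 (ENSG00000115353) changed by 1.89 ± 0.36 (SE; edgeR adjusted p = 0.00697), from 7 to 22 counts to between 31 and 64. LHX5-AS1 (ENSG00000257935), an antisense transcript whose exons overlap LHX5, rose by 1.80 ± 0.20 (SE; edgeR adjusted p = 7.95e-05). Its increase is uncertain because the use of strand in counting is not stated, and LHX5 itself, named here after its values were seen, changed by 1.75 ± 0.30 (SE; edgeR adjusted p = 0.0865).

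The decreases with the largest fold changes followed the same rule. SERPINB3 (ENSG00000057149) changed by -1.66 ± 0.40 (SE; edgeR adjusted p = 0.0326) and its close paralogue SERPINB4 (ENSG00000206073) by -1.21 ± 0.26 (SE; edgeR adjusted p = 0.0137). Both had non-whole counts in 2 libraries, so the division of reads between them is uncertain. The metallothionein gene MT1M (ENSG00000205364) changed by -1.55 ± 0.37 (SE; edgeR adjusted p = 0.0288), with 24 to 37 counts per library on LN-521 and 6 to 14 on LN-521+LN-221. MT1H (ENSG00000205358), of the same family, fell from 27.3 ± 2.497 to 10.9 ± 1.11 CPM (SD, n = 3 each), a log2 fold change of -1.33 ± 0.10 (SE; edgeR adjusted p = 1.11e-06). VGF (ENSG00000128564) fell from 4.88 ± 1.33 to 1.99 ± 0.777 CPM (SD, n = 3 each), a change of -1.30 ± 0.25 (SE; edgeR adjusted p = 0.00894).

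**Figure D3:**
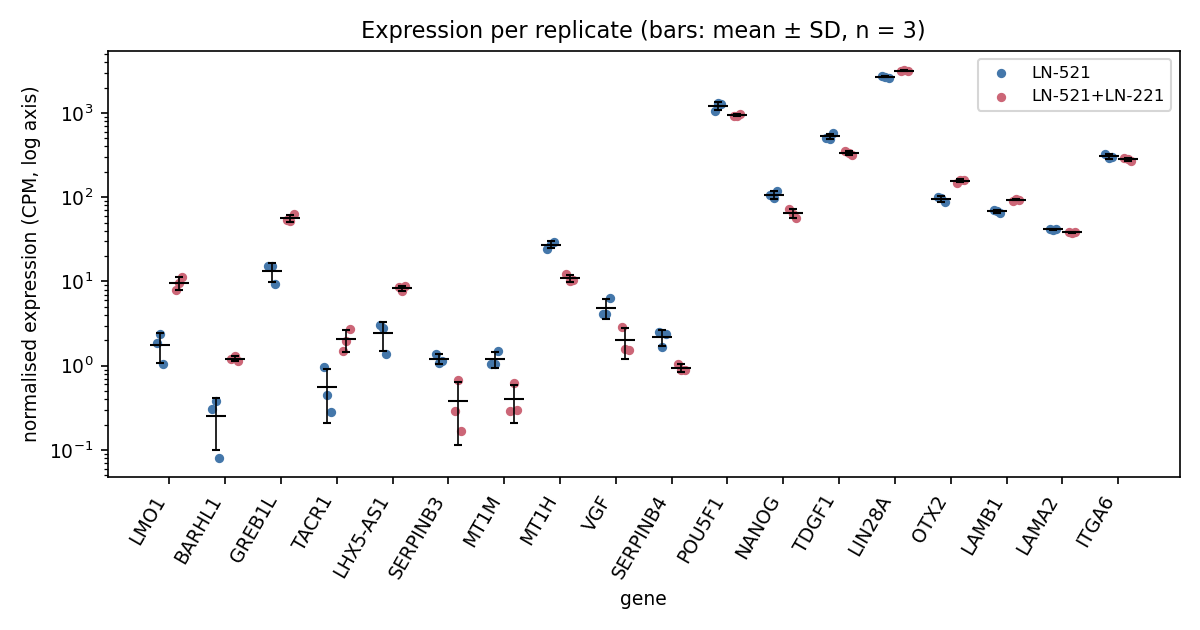
Expression in CPM on a log axis (y axis) of 10 genes (the 5 higher and 5 lower genes with a symbol and the largest fold changes) and of 8 genes from the panels and the fixed list (x axis), 1 point per well, with bars at the mean ± SD of 3 wells per coating. The groups separate fully for LMO1 (1.77 against 9.62 CPM) and MT1H (27.3 against 10.9 CPM), while ITGA6 lies at 304 CPM on LN-521 and 283 CPM on LN-521+LN-221.

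The pluripotency panel addressed whether the cells kept the expression of stem cell genes. All 13 genes were expressed well enough to be tested. Their mean log2 fold change was -0.19 (fry adjusted p = 8.47e-04), and 5 genes passed the threshold over the panel genes and also over all genes. NANOG (ENSG00000111704) fell from 106.9 ± 10.3 to 64.5 ± 7.93 CPM (SD, n = 3 each), a log2 fold change of -0.73 ± 0.09 (SE; edgeR adjusted p over all genes = 1.65e-04). TDGF1 (ENSG00000241186) fell from 527 ± 39.4 to 337 ± 19.8 CPM (SD, n = 3 each), by 0.65 ± 0.06 on the log2 scale (SE; edgeR adjusted p = 8.23e-06). GDF3 (ENSG00000184344) changed by -0.74 ± 0.17 (SE; edgeR adjusted p = 0.0209) and POU5F1 (ENSG00000204531) by -0.36 ± 0.06 (SE; edgeR adjusted p = 0.00366). LIN28A (ENSG00000131914) moved the other way, by 0.23 ± 0.05 (SE; edgeR adjusted p = 0.00737). SOX2 (ENSG00000181449) was 456 ± 28.2 CPM on LN-521 and 480 ± 7.21 CPM on LN-521+LN-221 (SD, n = 3 each), a difference within the replicate spread (edgeR adjusted p = 0.577). POU5F1 and NANOG had non-whole counts in 6 libraries and TDGF1 in 5, so some of their reads had been divided with other genes. Each has named pseudogenes, and TDGF1 also overlaps ENSG00000283877 on the same strand. As the use of strand in counting is not stated, the values of named genes with antisense neighbours are uncertain too. Among the significant ones these are LHX5-AS1 (with LHX5), ZIC1 (with ZIC4), TDGF1 (with LRRC2), POU5F1 (with TCF19), LAMB1 (with DLD and ENSG00000273055) and SERPINB3 (with SERPINB11), and among the others LAMA2, LAMA5, ITGA6, ITGA7 and ITGB1. LRRC2, named after its values were seen, changed by -0.66 ± 0.12 (SE; edgeR adjusted p = 0.00320). The panel's change did not pass the threshold with limma on log2(TPM + 1), where the mean was -0.14 (fry adjusted p = 0.270). After quantile normalization of the TPM values, a setting added later, it passed (mean -0.18, fry adjusted p = 0.00637).

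Of the 17 mesoderm and cardiac progenitor genes, 5 were expressed well enough to be tested. Their mean log2 fold change was -0.15 (fry adjusted p = 0.0239). KDR (ENSG00000128052) was the panel gene past the threshold, at -0.37 ± 0.07 (SE; edgeR adjusted p = 0.00742). TBXT (ENSG00000164458) had 1 to 5 counts per library, MESP1 (ENSG00000166823) 0 to 7 and ISL1 (ENSG00000016082) 6 to 16, so these genes did not pass the filter and a small difference would not be detectable at this depth. In the ectoderm panel 5 of 8 genes were tested, with a mean log2 fold change of 0.56 (fry adjusted p = 0.00235). The size of this mean rests in part on ZIC1, which had 96 counts over all libraries. With a filter of 1 CPM in 3 libraries the mean was 0.35 (fry adjusted p = 0.00980). OTX2 (ENSG00000165588) rose from 95.2 ± 7.47 to 156.8 ± 6.51 CPM (SD, n = 3 each), by 0.72 ± 0.06 on the log2 scale (SE; edgeR adjusted p = 4.38e-06). ZIC1 (ENSG00000152977) rose by 1.36 ± 0.35 (SE; edgeR adjusted p = 0.0474), from 9 to 11 counts to between 19 and 27. This gene overlaps ZIC4 on the other strand. In the endoderm panel 2 of 7 genes were tested and the panel did not pass the threshold (mean 0.34, fry adjusted p = 0.189). Within it HHEX (ENSG00000152804) rose by 0.96 ± 0.20 (SE; edgeR adjusted p = 0.0238).

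The coating proteins' own genes and their receptors were compared next. The laminin chain panel, with 11 of 12 genes tested, had a mean log2 fold change of 0.07 (fry adjusted p = 0.202). That test asks for a shared direction. The fry test for changes in either direction, not the one fixed in advance, gave an unadjusted p of 8.91e-05. The panel is thus without a shared shift but not without changes. The genes of the added laminin did not pass the threshold: LAMA2 (ENSG00000196569) changed by -0.12 ± 0.07 (SE; edgeR adjusted p = 0.412), LAMB2 (ENSG00000172037) by 0.05 ± 0.09 (SE; edgeR adjusted p = 0.850) and LAMC1 (ENSG00000135862) by -0.07 ± 0.05 (SE; edgeR adjusted p = 0.562). The direction of the LAMB2 value is not stable, as it was -0.07 with log2(TPM + 1). LAMA5 (ENSG00000130702), of laminin-521, changed by 0.18 ± 0.14 (SE; edgeR adjusted p = 0.625). This depended on a single library, as without LN-521 replicate 2 the change was 0.36 (edgeR adjusted p = 4.86e-04). LAMB1 (ENSG00000091136), which belongs to neither coating protein, rose from 68.3 ± 2.60 to 93.4 ± 2.01 CPM (SD, n = 3 each), by 0.45 ± 0.06 on the log2 scale (SE; edgeR adjusted p = 1.61e-04). LAMC3 (ENSG00000050555), at -0.29 ± 0.10 (SE), passed the threshold over the panel genes (edgeR adjusted p = 0.0369) but not over all genes (edgeR adjusted p = 0.161).

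The laminin receptor panel, with all 11 genes tested, had a mean log2 fold change of -0.12 (fry adjusted p = 0.125). ITGA3 (ENSG00000005884) fell from 39.9 ± 5.04 to 31.0 ± 1.89 CPM (SD, n = 3 each), by 0.36 ± 0.09 on the log2 scale (SE; edgeR adjusted p = 0.0370). The others did not pass the threshold. ITGA6 (ENSG00000091409) changed by -0.11 ± 0.06 (SE; edgeR adjusted p = 0.423), ITGA7 (ENSG00000135424) by -0.09 ± 0.08 (SE; edgeR adjusted p = 0.636), ITGB1 (ENSG00000150093) by -0.12 ± 0.05 (SE; edgeR adjusted p = 0.305) and DAG1 (ENSG00000173402) by 0.10 ± 0.06 (SE; edgeR adjusted p = 0.432). With the GC correction ITGB1 (-0.16, edgeR adjusted p = 0.0152) and DAG1 (0.13, edgeR adjusted p = 0.0482) did pass. The ITGB1 counts were non-whole in 6 libraries.

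Over the 6 panels, 12 of the 47 genes tested passed the threshold when adjusted over the panel genes, 5 higher and 7 lower, and 11 when adjusted over all genes. With the replicate block, the pluripotency panel (mean -0.19, fry adjusted p = 0.0401) and the ectoderm panel (mean 0.55, fry adjusted p = 0.0401) still passed, and the mesoderm and cardiac progenitor panel (mean -0.15, fry adjusted p = 0.0604) did not. The block left the endoderm (mean 0.38, fry adjusted p = 0.323), laminin chain (mean 0.07, fry adjusted p = 0.309) and laminin receptor (mean -0.13, fry adjusted p = 0.0976) panels short of the threshold. HHEX did not pass with the block (edgeR adjusted p = 0.0742). The correlation of deviations between same-numbered wells was 0.011, as given above.

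**Figure D4:**
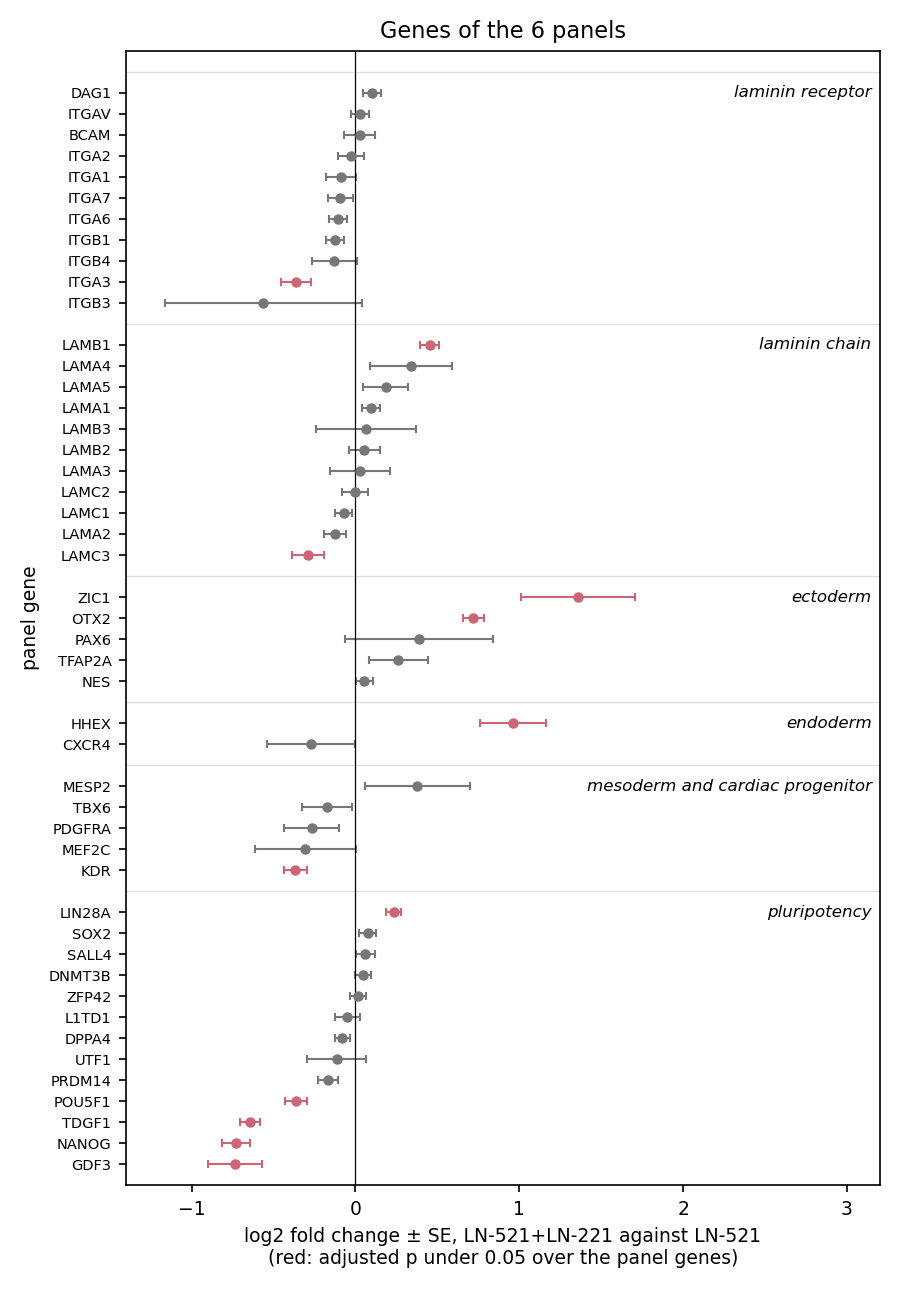
Log2 fold change ± SE of LN-521+LN-221 against LN-521 (x axis) for the 47 tested genes of the 6 panels (y axis), with red marking an adjusted p-value under 0.05 over the panel genes. NANOG (-0.73), TDGF1 (-0.65), GDF3 (-0.74) and POU5F1 (-0.36) lie to the left, OTX2 (0.72) and ZIC1 (1.36) to the right, and most laminin and receptor genes lie near 0.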

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

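No gene among the 446 changed direction in any alternative that tested it, and the median of all genes moved by at most 0.041 on the log2 scale. The 446 calls were 448 with RLE size factors (445 shared), 420 with library size alone (413 shared), 464 with a filter of 1 CPM in 3 libraries, 459 without mitochondrial, ribosomal RNA, 7SK and 7SL genes, 528 with DESeq2 (428 shared) and 482 with a correction for transcript length. The counts of genes changed at least 2-fold were 57, 56, 56, 57, 57 and 56 in the same settings, of which 57, 56, 52, 57, 50 and 54 were among the 57.

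Other settings moved the counts by more than 1.5 times. Without a filter there were 718 genes and 104 changed at least 2-fold, and the balance reversed to 336 higher and 382 lower (46.8% higher). At thresholds of 0.01 and 0.1 there were 221 and 725 genes. The GC correction gave 911 genes, of which 430 were among the 446, and 963 with the replicate block, while the transcript length correction with the block gave 687. The TPM values gave the lowest counts: 33 genes (19 at least 2-fold) with log2(TPM + 1), 16 (15) with log2(TPM + 0.1), and 63 (18), of which 74.6% were higher, after quantile normalization. Part of this loss may lie in the variance model and not in the unit. Rounded counts with limma but no mean-variance trend on log2(CPM + 1) gave 143 genes (25 at least 2-fold), and limma with a trend on log2 CPM gave 442, of which 434 were among the 446. Quantile-normalized TPM with a trend gave 109 genes (22 at least 2-fold), of which 67.9% were higher, so the trend does not account for the whole gap.

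Leaving out each library in turn gave from 194 to 1179 genes across the 6 fits, and from 40 to 84 changed at least 2-fold. The highest count came without LN-521 replicate 1 and shared 432 genes with the 446, and the lowest came without LN-521+LN-221 replicate 3 and shared 181. Of the 21 named genes with an adjusted p-value under 0.05, 9 kept it in all 6 fits: LMO1, BARHL1, GREB1L, LHX5-AS1, MT1H, NANOG, TDGF1, OTX2 and LAMB1. ZIC1 lost it in all 6, ITGA3 in 5, HHEX in 4, SERPINB3, MT1M, VGF, SERPINB4, LIN28A and GDF3 in 3, TACR1 and KDR in 2, and POU5F1 in 1. The 9 genes were not all stable in the settings that used all libraries. There NANOG and LAMB1 lost the threshold in 4 settings, GREB1L in 3, TDGF1 in 2, and LMO1, LHX5-AS1 and OTX2 in 1 each. BARHL1 and MT1H lost it in no setting that tested them. ITGA7 changed sign to 0.0024 without LN-521 replicate 2. LAMB2 changed sign in 5 settings: it was -0.053 without LN-521 replicate 1, -0.072 and -0.073 with log2(TPM + 1) and log2(TPM + 0.1), and -0.117 with quantile-normalized TPM, with or without a trend. The range over the fits that left out a library was -0.053 to 0.159 for LAMB2 and -0.141 to 0.0024 for ITGA7. The cause of these sign changes was not tested.

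The 6 panels kept their direction in every setting run. The mesoderm and cardiac progenitor panel was the least stable. It no longer passed without a filter (-0.085), with the replicate block (-0.148), with the block and the GC (-0.137) or length (-0.145) correction, with log2(TPM + 1) (-0.215) or log2(TPM + 0.1) (-0.284), or with limma on log2 CPM with (-0.150) or without (-0.139) a trend. Across the 6 fits that each left out a library its mean ranged from -0.195 to -0.045, and it did not pass without LN-521+LN-221 replicate 2 (-0.061, fry adjusted p = 0.0530, against a range of 0.00642 to 0.175 over all settings). The pluripotency panel did not pass with log2(TPM + 1) (-0.136), log2(TPM + 0.1) (-0.152) or the block with the length correction (-0.178). The ectoderm panel did not pass in the same settings (0.353, 0.400 and 0.549). The laminin chain panel passed with the GC correction (0.090), and ranged from 0.032 to 0.1005 across the 6 fits, passing without LN-521 replicate 2. Across the same fits the endoderm panel ranged from 0.111 to 0.550 and the laminin receptor panel from -0.261 to -0.072. Neither passed in any of these fits. With quantile-normalized TPM, the endoderm panel (0.797, where HHEX was its one gene tested) and the laminin receptor panel (-0.073) passed. The pluripotency (-0.180, fry adjusted p = 0.00637), mesoderm and cardiac progenitor (-0.240, fry adjusted p = 0.00642) and ectoderm (0.324, fry adjusted p = 0.00637) panels passed there too. Their loss with log2(TPM + 1) thus depended on how the libraries were scaled to each other. What made the scaling matter, and the cause of the other changes, were not tested.

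For the named genes, 65 results were weaker, 3 stronger and 4 reversed under the settings that used all libraries, and 38 were weaker, 2 stronger and 2 reversed when a library was left out. The stronger ones were ITGB1 with the GC correction (-0.16), alone or with the replicate block, DAG1 with the GC correction (0.13), LAMC3 without LN-521 replicate 1 (-0.33) and LAMA5 without LN-521 replicate 2 (0.36). The other 434 and 144 kept their direction and side of the threshold. Depth limits the panel genes that did not pass the filter, among them TBXT, MESP1 and ISL1, where small differences would not be detectable.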

Other observations

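The tests of GC content, transcript length and abundant RNA were chosen after the results they bear on had been seen. So were those of ENSG00000248710 and of the position of LN-521 replicate 1. The gene lists below were written after the genes that prompted them had been seen but before the values of their members were examined. CER1, a listed Nodal target, is an exception: it was also in the endoderm panel, where it did not pass the filter. The reading of 5 tests was changed after their values were seen. By the criteria first written for them, the ribosomal RNA sum would have counted against residual ribosomal RNA, and the position of LN-521 replicate 1 would have counted for a partial shift. The summed counts around ENSG00000248710 would have counted for divided reads. Removing abundant RNA and leaving out 3 IDs with identical counts would have counted against those explanations of the 446 calls. All 5 are treated as undecided, the ribosomal RNA sum because few such genes had counts, the position because a single library has no error, the summed counts because the gene is a small part of them, and the removals because they barely move the other genes and so could not have removed many calls. The positions over 200 genes were added after the first positions had been seen.

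The 446 genes were weighed against chance and technical explanations. With 3 wells against 3, 10 splits of the 6 libraries exist, and 4 of them, the real one included, part every same-numbered pair. Of these 4 splits, 1, the real one, gave as many genes, and the same holds for the 57 genes changed at least 2-fold. The other 3 gave 0 to 2 genes. The remaining 6 splits, which part 1 pair each, gave 0 or 1 gene. For the pluripotency, mesoderm and cardiac progenitor, ectoderm and laminin receptor panels 1 of the 4 splits gave a fry p-value as small, and for the endoderm and laminin chain panels 2 did. Over all 10 splits the laminin receptor panel had 2 and the laminin chain panel 3, the real split included. The share cannot fall under 0.25 with 4 splits or 0.1 with 10, so chance cannot be excluded by this count alone. Correcting GC content left 430 of the 446 calls, correcting transcript length 431, and thinning every library to the smallest total of 20606450 counts 407. Non-whole counts occurred in 17.04% of the called genes and in 20.6% of the genes tested (Fisher's exact test, one-sided for an excess, p = 0.977). GC content, transcript length, depth and non-whole counts do not account for most of the calls. Removing mitochondrial, ribosomal RNA, 7SK and 7SL genes left 443, all of those still tested, but hardly moved any value, so it shows nothing about abundant RNA. The GC correction raised the number of calls to 911, and the log2 fold change correlated with GC content across genes (Spearman's rho -0.21, genes not being independent replicates), so a GC-related difference between libraries may be hiding part of the difference between coatings.

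The fall of ENSG00000248710 may come from how reads were divided. The gene shares exons with TRIM59 and IFT80 on the same strand. It was listed at 50.99, 84.16 and 48.95 estimated counts on LN-521 and at 0 in every LN-521+LN-221 library, with an edgeR adjusted p-value of 4.38e-06. The summed counts of the 3 genes were 3997, 4058 and 3760 against 3683, 3703 and 3845, a log2 ratio of 0.083 after scaling (exact two-sided permutation test p = 0.3, where 0.1 is the smallest possible). The gene made up 1.28% to 2.07% of the sum on LN-521, and losing it would move the sum by -0.023 on the log2 scale, so the sum would differ little whether its reads were reassigned or lost. It was the one gene in the table with at most 3 counts in every library of one coating and at least 20 in every library of the other. The deposited counts of the 3 genes were all non-whole in each LN-521 library but added up to a whole number there, and were all whole in each LN-521+LN-221 library. Reads were thus divided among these 3 genes in the libraries where the gene has counts. Whether the division or a loss of the transcript made the difference remains undecided. This pattern was looked at after the counts had been seen, and no biological explanation was tested.

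The IDs ENSG00000280614, ENSG00000280800 and ENSG00000281181, annotated as long non-coding RNAs, carried identical counts in each library: 3952, 5763 and 2332 on LN-521 against 17783, 12785 and 44667 on LN-521+LN-221. Together they took 0.0280% to 0.0644% of counts on LN-521 and 0.171% to 0.558% on LN-521+LN-221. The log2 fold change of 2.78 did not pass the threshold (edgeR adjusted p = 0.174, unadjusted p = 0.0111). Residual ribosomal RNA is a candidate explanation that could not be settled. Genes annotated as nuclear ribosomal RNA, summed, had a log2 ratio of 0.12 between the coatings (exact two-sided permutation test p = 0.8), but 10 of 541 such genes had any count. Leaving out the 3 IDs kept all 446 calls, a test that such a small share of the counts could hardly have changed.

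Metallothioneins, small proteins that bind zinc and copper, fell as a family. All 7 members tested were lower on LN-521+LN-221 with an edgeR adjusted p-value under 0.05, and all 7 were lower in each of 23 alternatives, with 2 to 7 of them past the threshold. These genes resemble each other, and 3 of them (MT1G, MT1X and MT1E) had non-whole counts. Misassigned reads within the family cannot explain the fall, because the summed family fell by 0.91 on the log2 scale, from 222 ± 19.5 to 118.0 ± 4.97 CPM (SD, n = 3 each), lower in 3 of 3 wells (exact two-sided permutation test p = 0.1, the smallest possible). A hypothesis is that metal-responsive transcription was lower. SLC30A1, a zinc transporter gene outside the family that responds to zinc, changed by -0.25 ± 0.07 (SE; edgeR unadjusted p = 0.00302, adjusted p = 0.0843). It was lower in all 23 alternatives (-0.309 to -0.158), with an unadjusted p-value under 0.05 in 21 of them. The smallest fall, -0.158, came without LN-521 replicate 1. One further gene is limited support, and a difference in cell density or medium between wells cannot be told apart from an effect of the coating.

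The falls of POU5F1, NANOG and TDGF1 do not rest on reads divided with their named pseudogenes. Summed with 7, 11 and 7 named pseudogenes, the log2 ratios were -0.36, -0.70 and -0.64, lower in 3 of 3 wells for each gene (exact two-sided permutation test p = 0.1 each, the smallest possible). Reads that TDGF1 may share with ENSG00000283877 on the same strand, or take from LRRC2 on the other strand, were not tested. A move of reads from TDGF1 to LRRC2 would raise LRRC2. Instead LRRC2 changed by -0.66 ± 0.12 (SE; edgeR adjusted p = 0.00320), at a mean of 3.30 log2 CPM against 8.75 for TDGF1. These values argue against such a move as the source of the fall of TDGF1.

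Sets of genes were then used to ask what the changes may have in common, with 3 lists tested and adjusted together. Lower Nodal signalling is a candidate explanation for the falls of NANOG, TDGF1 and GDF3. The 5 tested of 7 other Nodal targets had a mean log2 fold change of -0.51 (fry rotation test, two-sided and not an exact test, p = 0.0404, adjusted p = 0.0404). Their mean log2 CPM was lower in 3 of 3 wells than in any LN-521 well (exact two-sided permutation test p = 0.1, the smallest possible), with LN-521 replicate 3 at 3.07 against 2.35 and 2.37 in replicates 1 and 2. SKIL passed the threshold on its own (edgeR adjusted p = 0.00400), while LEFTY1 changed by -0.01. Without LN-521 replicate 3 the mean was -0.19, so more than 0.5 of the mean rests on that library. The fry p-value of that fit was 0.00495, against 0.0373 to 0.121 when any other single library was left out. The mean was below 0 in all 23 alternatives, but p was under 0.05 in 13 of the 22 with a set test (range 9.25e-04 to 0.121) and 0.0787 with the replicate block. Early anterior neural transcription is a candidate explanation for the rise of LMO1, BARHL1, LHX5-AS1, OTX2 and ZIC1. The 9 tested of 14 other markers had a mean of 0.26 (fry rotation test p = 0.0104, adjusted p = 0.0231; higher in 3 of 3 wells, exact two-sided permutation test p = 0.1), with HESX1 at 1.08, POU3F1 at 0.57 and FEZF1 at 0.54 rising and SFRP2 at -0.27 falling, all past the edgeR threshold. The mean was above 0 in all 23 alternatives and p was under 0.05 in 20 of 22 (range 0.00238 to 0.0662), and 0.0263 with the block. Higher YAP activity was tested for FERMT2 (0.61), TGFB2 (1.53) and CCND1 (0.67), which were named after their values were seen. Of the 8 tested of 9 other YAP targets, 7 fell and 1 (AXL) rose, with CCN2 at -0.54 the one past the edgeR threshold and a mean over the 8 of -0.17 (fry rotation test p = 0.0154, adjusted p = 0.0231; lower in 3 of 3 wells, exact two-sided permutation test p = 0.1), so that idea was not borne out. The mean was below 0 in all 23 alternatives, with p under 0.05 in 15 of 22 (range 0.00818 to 0.158) and 0.0959 with the block. These remain hypotheses found and tested on the same 6 libraries, and the fraction of cells that changed is not known from RNA of whole wells.

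LN-521 replicate 1 lay apart from replicates 2 and 3, and the calls rose from 446 to 1179 without it. GC content does not account for the whole gap. Across genes, the deviation of LN-521 replicate 1 from the group mean correlated with GC at -0.44 (Spearman's rho). The values were 0.52 for replicate 2 and -0.07 for replicate 3. Deviations from a group mean sum to 0 for each gene, so these values are linked. They do not show which library is apart in GC. Correcting GC removed 16.0% of the gap between the correlation of replicate 1 with the other wells and the correlation of those wells with each other. The average hides opposite moves: the gap fell from 0.00232 to 0.00133 for replicate 2 and grew from 0.00181 to 0.00214 for replicate 3, between correlations that are all near 0.99. A partial shift toward the other coating may contribute. Over 1174 of the 1179 genes called without it, those also tested with all 6 libraries, replicate 1 lay at 0.360 on a scale from 0 (mean of LN-521 replicates 2 and 3) to 1 (mean of LN-521+LN-221). Replicates 2 and 3, each placed in the same way by genes called without it, lay at 0.265 and 0.099. Over the 200 genes with the smallest p-values in each fit the positions were 0.283, 0.246 and 0.099. LN-521+LN-221 replicates 1 to 3, each placed by genes called without it, lay at 0.811, 0.868 and 0.813. Every left-out library thus lay toward the other coating, so such a position is not particular to LN-521 replicate 1. Genes called without a library tend to overstate the gap between the coatings in the remaining libraries. That choice of genes can by itself place the left-out library inward, so these positions cannot show a partial shift. The difference between LN-521 replicates 1 and 2 is small and has no error attached. It cannot be told apart from ordinary variation between wells.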
